# TEsmall Identifies Small RNAs Associated With Targeted Inhibitor Resistance in Melanoma

**DOI:** 10.3389/fgene.2018.00461

**Published:** 2018-10-05

**Authors:** Kathryn O’Neill, Wen-Wei Liao, Ami Patel, Molly Gale Hammell

**Keywords:** NGS software tools, small RNA and microRNA, transposon activity, melanoma, computational biology

## Abstract

MicroRNAs (miRNAs) are small 21–22 nt RNAs that act to regulate the expression of mRNA target genes through direct binding to mRNA targets. While miRNAs typically dominate small RNA (sRNA) transcriptomes, many other classes are present including tRNAs, snoRNAs, snRNAs, Y-RNAs, piRNAs, and siRNAs. Interactions between processing machinery and targeting networks of these various sRNA classes remains unclear, largely because these sRNAs are typically analyzed separately. Here, we present TEsmall, a tool that allows for the simultaneous processing and analysis of sRNAs from each annotated class in a single integrated workflow. The pipeline begins with raw fastq reads and proceeds all the way to producing count tables formatted for differential expression analysis. Several interactive charts are also produced to look at overall distributions in length and annotation classes. We next applied the TEsmall pipeline to sRNA libraries generated from melanoma cells responding to targeted inhibitors of the MAPK pathway. Targeted oncogene inhibitors have emerged as way to tailor cancer therapies to the particular mutations present in a given tumor. While these targeted strategies are typically effective for short intervals, the emergence of resistance is extremely common, limiting the effectiveness of single-agent therapeutics and driving the need for a better understanding of resistance mechanisms. Using TEsmall, we identified several microRNAs and other sRNA classes that are enriched in inhibitor resistant melanoma cells in multiple melanoma cell lines and may be able to serve as markers of resistant populations more generally.

## Introduction

MicroRNAs (miRNAs) are small 21–22 nucleotide RNA molecules which have been shown to play a critical role in metazoan development and gene regulation. While typically derived from short hairpin RNA precursors located in both intergenic and intronic regions, miRNAs can also be processed from other ncRNAs including tRNAs and spliced intron lariats (Schorn et al., 2017; Bartel, 2018). In addition to governing development, small RNAs (sRNAs) play a critical role in repressing transcripts derived from repetitive regions of the genome. In animals, siRNAs and piRNAs function to repress transposons in somatic cells, and the germline, respectively (Ghildiyal et al., 2008; Castañeda et al., 2011). Identification of miRNAs and siRNAs which originate from non-canonical regions of the genome is more challenging with few programs designed to detect sRNAs from all classes in both unique and repetitive genomic loci. It is for this reason we present TEsmall, a package designed specifically for the simultaneous analysis of sRNAs derived from a variety of genomic features. In particular, this package facilitates the discovery of intriguing biological phenomena otherwise masked by insufficient annotation of repetitive genomic elements, such as siRNAs, and allows these elements to be easily incorporated into downstream differential analysis through packages like DESeq2 (Love et al., 2014).

We have tested the ability of TEsmall to characterize the expression profiles of sRNAs from a variety of classes in the context of melanoma cell lines responding to targeted inhibitors of the BRAF oncogene. The genetic basis of melanoma development is fairly well understood, with activating mutations in the oncogene BRAF occurring in a majority of melanoma patient tumors (Hodis et al., 2012), which also harbor hundreds of secondary mutations of unknown impact. Specific inhibitors that target activated BRAF as well as the downstream MAPK/ERK signaling pathway have been developed, which dramatically reduce the growth of melanoma cells in patients. However, the effects of these drugs typically extend patient lifespan for 6 months or less, as the tumors rapidly develop resistance to these targeted therapies (Villanueva et al., 2010). While some tumors resistant to BRAF inhibitors acquire additional genetic lesions that elevate MAPK or AKT signaling (Alcala and Flaherty, 2012), many therapy-resistant cell lines establish resistance without a clearly understood mechanism of resistance (Gatenby and Brown, 2018). Changes to sRNA profiles in melanoma cells responding to targeted inhibitors is an especially poorly understood subset of the genomic and transcriptomic changes that occur. To understand how sRNA alterations might contribute to the development of resistance to BRAF inhibitors in 451Lu melanoma cells that carry BRAFV600E mutations, we undertook a sRNA sequencing study of cells before and after the establishment of BRAF inhibitor resistance.

## Materials and Methods

### Melanoma Cell Culture

In this dataset, 451 Lu patient derived melanoma cell lines were used to explore the sRNA profiles of cells that are either sensitive or resistant to small molecule inhibitors of the BRAF kinase. Specifically, the melanoma patient derived 451Lu-Par cells are grown in standard growth media (DMEM with 10% FBS), while the 451Lu-BR cells are grown in standard growth medium supplemented with a 1 μM concentration of the BRAF inhibitor vemurafenib. Both cell lines are adherent cells grown in standard 2D cell culture. The derivation of BRAF inhibitor resistance in these cells lines is described by Villanueva et al. (2010) and the cell lines are available from Rockland for both 451Lu cells (cat: 451Lu-01-0001) and 451Lu-BR cells (cat: 451Lu BR-01-0001).

### Small RNA Sequencing Libraries

Total RNA was extracted using the Ambion PureLink RNA Mini Kit to extract up to 2 μg of total RNA from ∼1 × 10 (Hodis et al., 2012) melanoma cells from either the 451Lu-Par or 451Lu-BR lines. Following Bioanalyzer verification of RIN numbers at or above ∼9, the RNA extracts were next used to create sRNA sequencing libraries. The sRNA sequencing libraries were prepared with the Illumina TruSeq Small RNA Library Preparation Kits using an input of 1.2 μg total RNA and following the manufacturer’s protocols as described, using 15 PCR cycles to reduce the likelihood of PCR amplification artifacts. The libraries were pooled and indexed with 6 nt Illumina barcodes, such that six libraries could be sequenced per lane on an Illumina Genome Analyzer IIx. The reads were sequenced as single-end 50 bp reads, to a depth of approximately 35 million reads per library. The dataset is available through GEO at the following accession number: GSE116134. A table of sequenced and mapped read counts for each library is presented in **Supplementary File S1**.

### qPCR Validation

Taqman qPCR assays were used to validate the analysis results of TEsmall for a subset of microRNAs. Specifically, standard Taqman qPCR probes were obtained for the following microRNAs: miR-100, miR-184, and miR-211. Control probes were obtained for RNU58 and the U6 sRNA. Custom Taqman probes were obtained for the predicted mature sequence of the novel candidate miRtron derived from the VIM intron 6 locus. The Taqman protocol was followed as described in the Thermo Fisher Scientific TaqMan MicroRNA Assay protocol, available from the manufacturer. Briefly, 10 ng of total RNA was used as the input to a microRNA specific reverse transcription (RT) assay using the TaqMan MicroRNA Reverse Transcription Kit and an RT primer specific to the miRNA of interest. Next, qPCR amplification was performed using 1.33 μL of the output from the RT reaction, TaqMan Universal PCR Master Mix II no UNG, and the TaqMan Small RNA Assay Kit specific to the miRNA of interest. Each sRNA specific assay was performed with input RNA from two biological replicates of the 451Lu-Par and 451Lu-BR cell lines, with three technical replicates per biological replicate, on a Thermo Fisher StepOnePlus Real-Time PCR System. The “Comparative Ct” analysis method described in the manufacturer’s protocol was used for calculating fold change, standard deviation, and *t*-test based *p*-values. Briefly, the three technical replicates for each probe were combined to create a mean Ct value per probe per sample. The average of the Ct values from the two control probes in each sample was then subtracted from each microRNA Ct value to create a normalized “Δ-Ct” value for each microRNA in each sample. Following averaging of Δ-Ct values between the two biological replicates in each condition, the Δ-Δ-Ct value was calculated as the difference in mean Δ-Ct values for the same microRNA across conditions. Fold change represents 2^Δ−Δ−*Ct*^, with errors on each Ct value combined quadratically.

### TEsmall Module

TEsmall functions by accepting raw input in FASTQ file format from next generation sequencing platforms in conjunction with genomic annotation sets via an online server. Adapters associated with siRNA library preparation are trimmed by TEsmall through the cutadapt package (Martin, 2011). In order to remove degradation products from abundant ribosomal RNAs, rRNA derived reads are next filtered from the data before proceeding to analysis. This mapping step allows for up to two mismatches and filters a single alignment per read specified by the option: bowtie -v 2 -k 1 using bowtie (v1.2.1) (Langmead, 2010). sRNA reads remaining after rRNA filtering are then aligned more stringently, disallowing mismatches, option: bowtie -v 0 -a -m 100. All alignments in this step which map to fewer than 100 genomic loci are reported allowing for the classification of multimapper reads common to sRNA data, in particular structural RNAs like tRNAs and transposable element targeting siRNAs. Following alignment to the genome, each alignment is annotated via a sequential decision tree, as follows. The alignments are distributed to each annotation category in order, then removed from the pool of alignments in order to facilitate priority annotation of, for example, intronic microRNA reads that should properly be annotated as microRNAs rather than intronic RNAs. The default order is: structural RNAs, miRNAs and hairpins, exons, sense transposons, antisense transposons, introns, and ultimately annotated piRNA clusters. This process is depicted in **Supplementary Figure S1**. This annotation class priority can be re-ordered by the user to suit the application and user preferences. An HTML output file is then created using python based Bokeh tools (Bokeh Development Team, 2014) to visualize the abundance distributions, length distributions, and mapping logs of all sRNAs in the dataset (**Figure 1**). In conjunction with this HTML output, TEsmall compiles multiple flat text output files, including a counts file that is structured to be directly compatible with DESeq2 (Love et al., 2014) for differential analysis. The abundance calculations for these counts files are 1/*n* normalized at the end of this annotation process, where *n* represents the number of alignments per read, to ensure no double-counting of multimappers. Additional packages employed within the TEsmall workflow include bedtools (Quinlan and Hall, 2010), pandas (McKinney, 2010), samtools (Li et al., 2009), pybedtools (Dale et al., 2011), and scipy (Jones et al., 2001).

**FIGURE 1:**
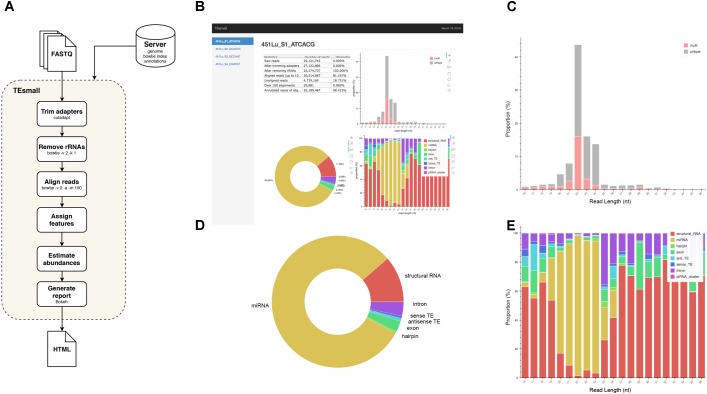
Flow chart and output HTML of TEsmall. **(A)** Flow chart of TEsmall’s treatment of input high-throughput sequencing data, input genome indices, and output. **(B)** Screenshot of HTML output file for one sample. **(C)** Bar plot depicting size distribution of unique and multimapper reads. **(D)** Circle plot depicting distribution of reads to each subtype. **(E)** Bar plot depicting proportion of subtypes across read length.

The TEsmall code is available open-source from GitHub at the following location: https://github.com/mhammell-laboratory/tesmall.

Annotation files for the human (hg19) and fly (dm3) genomes can be found at the following location: http://labshare.cshl.edu/shares/mhammelllab/www-data/TEsmall/.

Instructions for creating annotation files for additional genomes can be found in **Supplementary File S4**.

### Differential Analysis With DESeq2

The counts file produced by TEsmall were subsequently imported into DESeq2 (v1.18.1) to perform differential analysis between 451Lu-PAR and 451Lu-BR cell lines, as follows. The counts file was filtered to remove low abundance species (<20 counts across all libraries) and increase the sensitivity of DESeq2. Normalization of the counts for differential analysis was performed using the default DESeq2 method during statistical analysis. For downstream visualization, the counts were normalized by the built-in variance stabilizing transformation (VST) method in DESeq2. sRNAs with an adjusted *p*-value < 0.05 were considered statistically significant. The full DESeq2 output file is given in **Supplementary File S2**.

### Visualization

Figures were produced using the R packages ggplot2 (Wickham, 2009), gplots (Warnes et al., 2016) and GenomicRanges (Lawrence et al., 2013) for scatterplots, heatmaps, and wiggleplots, respectively. Python package matplotlib (Hunter, 2007) was used for all barplots. RNA secondary structures were rendered using the forna webtool (Kerpedjiev et al., 2015), secondary structure for the Arg-ACG-1-2 tRNA was pulled from the UCSC GtRNAdb tRNA covariance model, and structure of vimentin intron 6 was predicted using RNAfold’s minimum free energy model (Gruber et al., 2008).

## Results

### TEsmall Workflow

TEsmall is a package specifically designed to identify sRNAs derived from a variety of genomic features simultaneously, such that users can evaluate the relative abundances and profiles of many source of sRNAs on a common scale in a single pipeline. This serves as a novel improvement to currently available software such as mirDeep2 (Friedländer et al., 2012) and piPipes (Han et al., 2015), which are optimized for the analysis of miRNAs and piRNAs, respectively, but are not equipped to evaluate both types of sRNAs together. TEsmall is also designed so that its output is optimally formatted for downstream differential analysis with statistical modeling software, such as DEseq2 (Anders and Huber, 2010). A flowchart describing the entire TEsmall workflow is given in **Figure 1A**, with example output charts given in **Figures 1B–E**. Specifically, in the first module of TEsmall, raw sRNA sequencing reads from Illumina NGS sequencing platforms serve as the input without the need to pre-process the data before beginning analysis. TEsmall first trims adapter contaminants from the reads and then filters the reads for appropriate size ranges, with a default of 16–36 nucleotides in length. The next module of TEsmall removes contaminating ribosomal RNA fragments by mapping with bowtie (Langmead, 2010) to a library of rRNAs for the specified genome. Removal of rRNA reads is critical as rRNA degradation products are a major source of contamination for sRNA data. Remaining reads are mapped to the genome, with a default mapping strategy optimized for repetitive regions with up to 100 alignments per read, though this may be altered by the user. The reads are next sequentially annotated to several sRNA classes and genomic features, with a decision tree implemented to prioritize annotation categories. This has the goal of attributing reads mapping to intronic microRNAs as “microRNA” reads, for example, rather than annotating these reads as having an intronic source. Following annotation of each read, aggregate abundances are calculated for each sequencing library and outputted as a counts table suitable for downstream differential expression analysis. Importantly, any multimapper reads in these counts tables are weighted according to the number of genomic loci from which they derive (1/*n* where *n* is the number of alignments) to avoid any double-counting of multimapper reads in the counts tables. In addition to an output file including all raw count data per sample, RNA species ID, and type classification, TEsmall provides an aesthetic output HTML (**Figure 1B**) summarizing distribution of read lengths (**Figure 1C**), proportion of reads assigned to each sRNA type (**Figure 1D**), and distribution of reads of a particular size to each of the sRNA categories (**Figure 1E**). In addition to these summary plots, TEsmall presents a table with summary statistics of read proportion, raw input and trimmed read counts to quickly assess any potential biases in library preparation that may affect downstream normalization.

### Application of TEsmall to Melanoma sRNA Profiles

As described, drug resistance is a known hurdle in the treatment of melanoma, driving the need for a better understanding of how cells develop resistance. We have chosen to investigate the alterations in sRNA profiles, as one marker of cellular state. 

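Small RNA libraries came from 451Lu, an established human melanoma cell line, in 2 forms. The parental cells, 451Lu-Par, grew without inhibitor, and the resistant cells, 451Lu-BR, were selected for growth in vemurafenib, an inhibitor of mutant BRAF kinase, at up to 1 μM. Each group had 2 libraries, which gives 4 in all. The authors ran the reads through TEsmall, which trimmed adapters, kept reads of 16 to 36 nt, removed reads that matched rRNA with up to 2 mismatches, and aligned the remaining reads to GRCh37 (hg19) with 0 mismatches and at most 100 loci per read. Alignments were assigned to classes in a fixed order, from structural RNA through miRNA and hairpin, exon, sense transposon, antisense transposon and intron to piRNA cluster. A read with several alignments gave each of them an equal part of its count, so species that share sequence, such as tRNA gene copies, share reads and are uncertain one by one. The deposited table lists these counts as whole numbers without normalization for 150618 annotated species, of which 7088 have no counts in any library. The counts summed to 20186406 and 21566142 in 451Lu-Par replicates 1 and 2, and to 18461495 and 20684214 in 451Lu-BR replicates 1 and 2. These totals are between 84.0% and 90.2% of the mapped reads. Mapped reads were taken here as the trimmed reads less the unaligned reads of Supplementary File S1. The paper's File S1 lists between 25906059 and 33384026 raw reads per library. All values given here use the counts.
The largest single species in every library was miR-21-5p, which held at least 6.63% of the counts, and the 10 largest species held from 37.3% to 42.9%. Because so few species take so much of each library, the scaling between libraries is a choice that could change the numbers. TMM scaling gave the libraries relative sizes of 0.985, 0.967, 0.901 and 1.147 in the order named above. The counts of the 2 libraries within a group differed by more than counting error, with a chi-square per degree of freedom of 42.6 between the 451Lu-Par libraries and 14.6 between the 451Lu-BR libraries, and each library was kept as 1 replicate. The 21529 species with at least 20 counts summed over the libraries were tested with edgeR's quasi-likelihood test, which takes the spread between replicates from all species together, and a species was called at a Benjamini-Hochberg adjusted p under 0.05. For a single value, 2 libraries against 2 allow no exact permutation test to pass that threshold, since its smallest two-sided p is 0.333. Means are given with the SD over the 2 libraries of a group, in counts normalized by TMM, and fold changes are those of 451Lu-BR over 451Lu-Par.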

To investigate the effect of BRAF kinase drug resistance on sRNA composition in patient derived melanoma cell lines, we performed differential expression analysis following classification by TEsmall in two biological replicates of parental and BRAF inhibitor resistant cell lines. Resistant lines were derived through exposure of 451Lu patient derived parental cell lines to increasing concentrations of vemurafenib up to 1 μM. Resistant clones were selected and expanded before exposure to an increase in vemurafenib. Cells were otherwise treated as described in Villanueva et al. (2010) Raw count data was normalized as described in Materials and Methods by DESeq2. All VST normalized counts were averaged between parental or resistant replicates and plotted against each other to visualize trends of expression across sRNA subtypes without filtering for significant or abundant transcripts, significantly differentially expressed transcripts are represented by solid coloring (**Figure 2**). 

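By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2017 of the tested species differed between 451Lu-Par and 451Lu-BR, of which 1180 were lower and 837 higher in 451Lu-BR. More species were lower than higher in 6 of the 8 classes. The calls numbered 465 lower and 59 higher for structural RNAs, 31 and 13 for hairpins, 32 and 11 for antisense transposons, and 2 piRNA clusters were lower. They were close to even for exons, with 305 lower and 296 higher, and for sense transposons, with 19 and 18. In the remaining classes more species were higher, with 103 lower and 131 higher for miRNAs and 223 lower and 309 higher for introns. The alternative that moved the balance most was scaling by library totals, under which 693 species were lower and 864 higher, and the majority of called exon and sense transposon species was then higher, with 32.3% and 38.7% of them lower. With DESeq2 in place of edgeR, 854 species were lower and 407 higher, and the majority of called intron species, 54.7%, was then lower. Of the species called by edgeR, 1253 were also called by DESeq2, and each of these moved in the same direction in both.

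**Figure D1:**
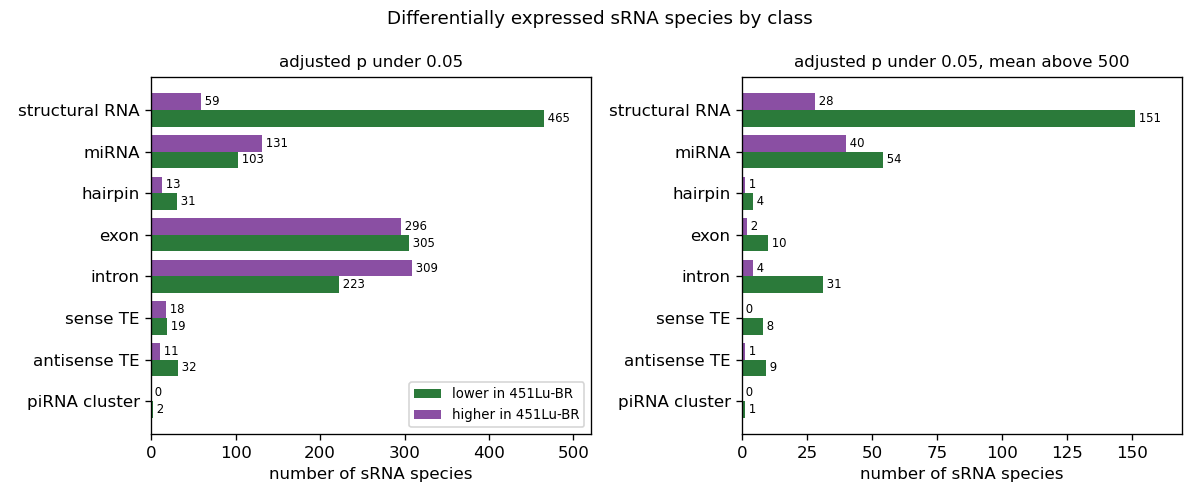
Number of sRNA species called in each class by edgeR's quasi-likelihood test, with green bars for species lower and purple bars for species higher in 451Lu-BR. The left panel holds every called species and the right panel those with a mean normalized count above 500. Structural RNAs have the longest green bar in both panels, at 465 and 151 species.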

Overall, there appears to be a trend toward lower expression of many sRNA classes in the 451Lu BRAF resistant samples, with more down-regulated than up-regulated species for most classes of sRNAs (**Figures 2**, **3B**). However, upon testing by a two tailed Welch’s *t*-test only structural RNAs were shown to be significantly downregulated as a class in BRAF inhibitor resistant libraries (*P* < 3.52 × 10^−13^). 

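As a class, the 1761 structural RNAs had a median log2 fold change of -0.50, and 63.3% of them had a negative value. The median of their log2 deviations from the mean of all libraries was 0.18 and 0.35 in the 451Lu-Par libraries and -0.36 and -0.12 in the 451Lu-BR libraries. A two-sided camera test, which asks within the fitted model whether a class moved against all other species and assumes a preset correlation of 0.01 between species, gave an adjusted p of 4.7e-08 over the family of 8 classes. The next lowest adjusted p of the camera test was 0.0555, for sense transposons, whose median log2 fold change was 0.26. The camera test called sense transposons, toward higher values, under scaling by library totals (adjusted p 0.0287), mapped reads (0.0326) and miRNA TMM factors (0.0344) and with at least 10 counts in every library (0.00126), where antisense transposons were called higher too (0.0228). The call of the structural RNAs did not hold under fry, with an adjusted p of 0.172, or under a correlation estimated from the data, with 0.638. With the estimated correlation 0.638 was the lowest adjusted p of the 8 classes, so camera then called no class at all. Fry in turn called exon species, with an adjusted p of 0.00819 at a median log2 fold change of -0.01. With copies of the same RNA summed, the median of the structural RNAs was -0.18 and the camera test still called them, with an adjusted p of 0.00101. The class was not uniform, since the 861 structural RNAs other than tRNAs had a median log2 fold change of 0.21. The paper names a two-tailed Welch's test and does not state its input. Here it was run over the species of a class, which takes species as the replicates. It used VST values of the species with more than 20 counts, averaged by group. Welch's test gave p = 1.98e-06 for structural RNAs (n = 1744 species) and p = 1.56e-05 for introns (n = 6775 species). The intron mean was higher in 451Lu-BR by 0.09.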

Upon filtering for the most abundant (base mean across all replicates > 500) and significantly differentially expressed transcripts (multiple-hypothesis testing adjusted *p*-value < 0.05), trends of lower sRNA expression in the BRAF resistant samples was still seen for many intronic, exonic, and transposon mapped sRNA species (**Figure 3**). 

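A mean normalized count above 500 over the libraries, besides an adjusted p under 0.05 from edgeR's quasi-likelihood test, left 268 species lower and 76 higher in 451Lu-BR. Among them 31 intron species were lower and 4 higher, and 10 exon species were lower and 2 higher. Of the sense transposons 8 were lower, and of the antisense transposons 9 were lower and 1 higher. Hairpins added 4 lower and 1 higher, and 1 piRNA cluster, Cluster_36, was lower, with 1589 ± 544 (SD, n = 2) normalized counts in 451Lu-Par and 475 ± 8.84 (SD, n = 2) in 451Lu-BR. When the minimum was set at a mean of 500 CPM in place of 500 normalized counts, which is the larger unit at these depths, 30 species were lower and 24 higher.
The intron species with the largest falls were EPB41L2 intron 1, from 942 ± 86.2 to 119.9 ± 37.6 normalized counts (log2 fold change -2.97, adjusted p = 1.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), SYCP2L intron 1, with a log2 fold change of -2.40, and LOC729732 intron 2, with -2.12. The call of LOC729732 intron 2 was lost under DESeq2, with an adjusted p of 0.0619, and its log2 fold change was -1.45 without 451Lu-Par replicate 2 and -2.85 without 451Lu-BR replicate 2. The genes EPB41L2 and SYCP2L each hold, in an intron, an exact match to the 3′ end of a tRNA with an added CCA. Whether the match lies in intron 1 was not checked. The intron species with the largest rises were FRMD4A introns 1 to 3, from 1444 ± 117 to 3659 ± 142 (log2 fold change 1.34), RNF152 intron 1, with 1.32, and DLEU2 intron 4, with 1.26.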

Interestingly, miRNAs show an even distribution of species with negative and positive log fold changes, and since miRNAs were the most abundantly sequenced sRNAs in the libraries, this rules out a normalization issue as the explanation for down-regulated sRNAs in the other classes. It may be of interest that, after filtering for significance (*P* < 0.05) and abundances greater than 500 reads per million mapped (RPM), structural RNAs with a negative log fold change are almost exclusively tRNAs and those with a positive log fold change are almost exclusively snoRNAs. 

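Mature miRNAs held 80.7% and 81.7% of the counts in the 451Lu-Par libraries and 84.5% and 81.8% in the 451Lu-BR libraries, or 81.2% ± 0.696 (SD, n = 2) and 83.1% ± 1.89 (SD, n = 2). The difference between the group means was about the size of the spread between the 451Lu-BR libraries. Structural RNAs came next, with 11.4% ± 0.0971 (SD, n = 2) and 10.4% ± 1.45 (SD, n = 2), and every other class held under 4%. The median log2 fold change of the 979 tested miRNAs was -0.04, and 52.5% of them had a negative value. Among abundant miRNAs, 54 were called lower and 40 higher, a majority that turned to 47.8% lower under scaling by library totals. To set the scale by miRNAs alone, the TMM factors were taken from miRNAs and applied to every class. By edgeR's quasi-likelihood test 778 species were then lower and 854 higher, and the median log2 fold change of structural RNAs was -0.37, with an adjusted p of 1.2e-07 from the camera test. From the even balance of miRNAs and their share of the reads, the paper concludes that normalization does not explain the lower expression in the other classes.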

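The structural RNAs with a mean normalized count above 500 that were called lower in 451Lu-BR numbered 151, of which 149, or 98.7%, were tRNAs. Of the 28 called higher, 27, or 96.4%, were snoRNAs. Fisher's exact test of tRNA against snoRNA by direction gave p = 2.1e-32, which describes these species and takes them as independent, although many tRNA gene copies share reads. With species whose names differ only in a copy number taken once, 73 were lower and the number higher stayed the same. Above 500 CPM, 8 structural RNAs were lower, each a tRNA, and 8 were higher, each a snoRNA.
Summed over all tRNAs, normalized counts were 1147211 and 1498556 in the 451Lu-Par libraries and 427358 and 522404 in the 451Lu-BR libraries, a log2 ratio of -1.48 that exceeded the spread within either group. Of 900 tRNA species tested, 427 were called lower and 2 higher, with a median log2 fold change of -1.27. With copies summed into 353 tRNA species the median was -1.24. Grouped by amino acid, both 451Lu-BR libraries had fewer tRNA counts than both 451Lu-Par libraries except for selenocysteine, serine, suppressor and tyrosine tRNAs, where chance alone would separate 1 of 3 groups in one direction or the other. Within the separated groups the log2 ratio ran from -2.79 for proline to -0.34 for phenylalanine. The summed snoRNA counts were 910472 and 801821 in the 451Lu-Par libraries and 1207688 and 1235072 in the 451Lu-BR libraries, and of 263 snoRNAs 1 was called lower and 40 higher. Their median log2 fold change was 0.47, and that of 203 snRNAs was 0.40. With each library left out in turn, the tRNA median stayed between -1.44 and -0.97 and the snoRNA median between 0.40 and 0.53.

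**Figure D2:**
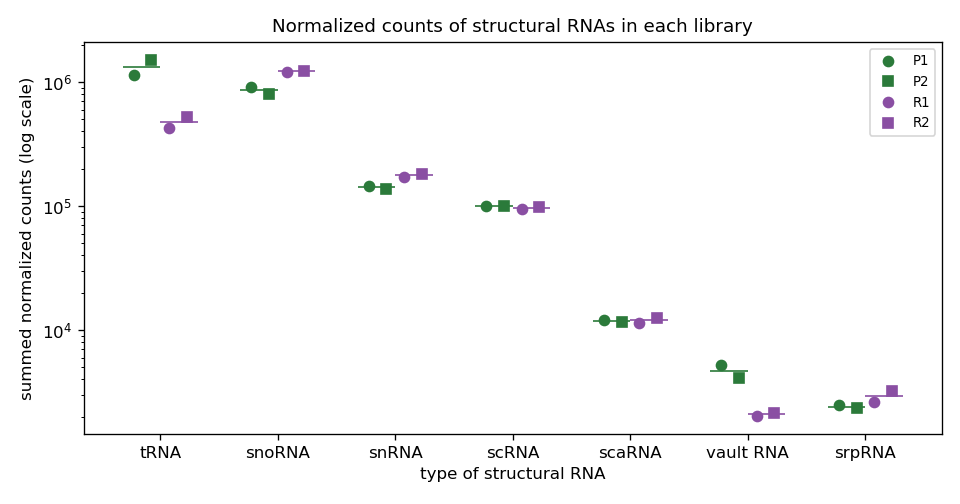
Summed normalized counts of each type of structural RNA in each library, on a log scale, with 451Lu-Par libraries in green and 451Lu-BR libraries in purple, and short lines at the group means. The tRNA points of 451Lu-BR lie below both 451Lu-Par points, and the snoRNA points lie above them.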

Details of the particular sRNAs differentially expressed in each of these classes are given in **Supplementary File S2**.

**FIGURE 2:**
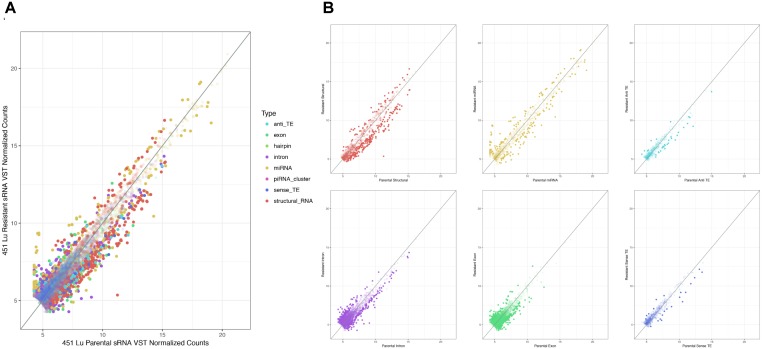
Scatterplots depicting 451Lu BRAF resistant versus parental RNA: VST normalized counts. **(A)** Overlay of all subtype scatterplots. **(B)** RNA subtype specific scatterplots. Transparent points represent RNA species with adjusted *p*-value < 0.05.

**FIGURE 3:**
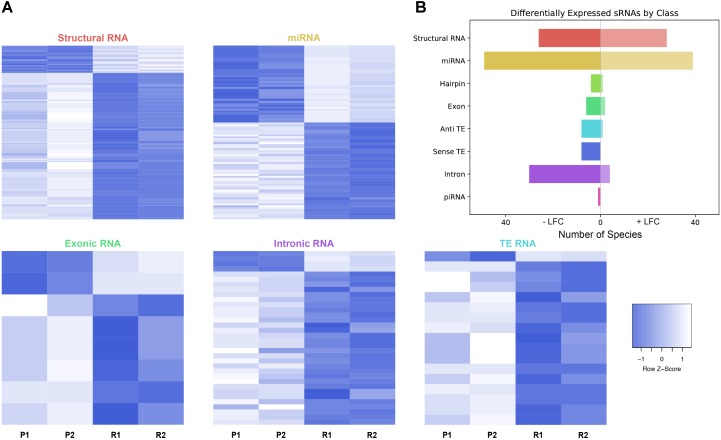
Differential expression analysis of highly abundant sRNAs. **(A)** Heatmaps depicting all significantly differentially expressed sRNAs per subtype. All heatmaps are row-scaled to lie between –1 and 1, based on the VST normalized count values. P1, P2, R1, and R2 represent 451Lu parental replicates 1 and 2 and 451Lu BRAF Resistant replicates 1 and 2, respectively. **(B)** Bar plot depicting number of abundant and significantly differentially expressed species with a negative or positive log fold change per subtype. Structural RNA species are collapsed for duplicate tRNAs.

### Type Specific Analysis of sRNA Species and Validation With qPCR

Several miRNAs which are significantly differentially expressed in our dataset have been previously described in the literature as playing critical roles in melanoma progression or epidermal differentiation. This includes the miRNAs miR-184, miR-211, and miR-100. 

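Of the species that the paper names, 28 had enough counts to be tested. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all species, 12 of them were called, and 16 were called when adjusted over the list alone, which is not independent evidence because the list was drawn from these libraries. Beyond the named miRNAs, the largest falls among abundant miRNAs were those of miR-34a-5p, from 20291 ± 1196 (SD, n = 2) normalized counts in 451Lu-Par to 1416 ± 224 (SD, n = 2) in 451Lu-BR, miR-27b-5p, from 2402 ± 817 to 202 ± 15.2, and miR-23b-3p, from 4726 ± 315 to 653 ± 143. Their log2 fold changes were -3.84 (standard error 0.26, adjusted p = 3.4e-06 from the same test), -3.57 and -2.86. MIR34A lies on chromosome 1 of GRCh37 from 9211727 to 9211836 within the noncoding gene MIR34AHG. MIR23B and MIR27B lie on chromosome 9 from 97847490 to 97847586 and from 97847727 to 97847823, within the protein-coding gene AOPEP. The largest rises besides that of miR-184 were those of miR-199a-3p, from 142 ± 30.7 to 951 ± 69.6 (log2 fold change 2.75), and miR-190a-5p, from 202 ± 82.9 to 1303 ± 52.3 (log2 fold change 2.69). The counts given for miR-199a-3p are held by 2 species, and miR-199b-3p has the same log2 fold change of 2.75. The reads of these miRNA genes were therefore not separated.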

In other contexts, miR-184 has been shown to arrest epidermal differentiation through de-repression of Notch in normal human keratinocytes and murine epidermis (Nagosa et al., 2017). While expression of Notch in keratinocytes is known to have a tumor suppressive phenotype, its expression has the opposite effect in melanocytes through upregulation of the PI3K/Akt and MAPK pathways (Pinnix and Herlyn, 2007). 

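The gene MIR184 lies on chromosome 15 of GRCh37 from 79502130 to 79502213, and the annotation lists no host gene for it. Mature miR-184 had 94 and 128 counts in the 451Lu-Par libraries and 936 and 945 in the 451Lu-BR libraries. After normalization these were 114 ± 26.0 (SD, n = 2) and 931 ± 153 (SD, n = 2), an 8.18-fold rise that was larger than the spread between replicates. The log2 fold change was 3.03 (standard error 0.30, adjusted p = 7.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the rise was 6.86-fold and 9.71-fold without 451Lu-Par replicates 1 and 2, and 7.21-fold and 8.97-fold without 451Lu-BR replicates 1 and 2. Reads assigned to the hairpin and not to the mature sequence numbered 4 in all, and the hairpin was not tested.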

Our data showed an approximate fivefold increase in miR-184 expression in BRAF inhibitor resistant cells relative to parental (**Figure 4A** and **Supplementary File S2**), consistent with a model where MAPK pathway activation provides a mechanism for BRAF inhibitor resistance (Villanueva et al., 2010, 2011). It has also been shown that BRAF inhibitor resistance can be mediated by regulatory escape of the transcription factor MITF from the MAPK pathway, where MITF overexpression itself conferred resistance in several melanoma cell lines (Van Allen et al., 2014). 

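MIR211 lies on chromosome 15 of GRCh37 from 31357235 to 31357344, within TRPM1, the gene also known as melastatin. Its 5p arm, miR-211-5p, rose from 149370 ± 26499 (SD, n = 2) normalized counts in 451Lu-Par to 270812 ± 38057 (SD, n = 2) in 451Lu-BR (log2 fold change 0.86, standard error 0.21, adjusted p = 0.0244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.0514 under DESeq2, 0.0485 under DESeq2 on species with more than 20 counts, a setting chosen after the data were seen, and 0.551 when species with few counts were not filtered out. The 3p arm changed from 309 ± 46.6 to 456 ± 9.42 and was not called (log2 fold change 0.56, adjusted p = 0.218 from the same edgeR test). Reads assigned to the hairpin and not to a mature arm rose from 198 ± 38.8 to 1237 ± 146 (log2 fold change 2.64, adjusted p = 1.2e-04 from the same edgeR test). The counts do not give their position within the hairpin.
MIR222 lies on chromosome X from 45606421 to 45606530 within the noncoding gene MIR222HG, and its arms differed. The more abundant arm, miR-222-3p, had 33242 ± 10201 (SD, n = 2) normalized counts in 451Lu-Par and 26531 ± 2555 (SD, n = 2) in 451Lu-BR, a difference within the spread of the 451Lu-Par libraries (log2 fold change -0.33, adjusted p = 0.455 from the same edgeR test). The 5p arm fell from 1847 ± 302 to 313 ± 4.38 (log2 fold change -2.56, standard error 0.27, adjusted p = 1.0e-04 from the same edgeR test). The hairpin went from 39916 ± 2595 to 31813 ± 3270 and was not called, with an adjusted p of 0.379 from the same edgeR test.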

Consistent with a high MITF state, our data shows a significant upregulation of miR-211, derived from the MITF activated gene melastatin, and a significant downregulation of miR-222, known to be inversely correlated with MITF expression (Golan et al., 2015). Finally, miR-100 was also shown to be significantly downregulated in our data; this was a miRNA of interest as it has been implicated in prostate cancer as a repressor of the oncogene mTOR (Leite et al., 2013).

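MIR100 lies on chromosome 11 of GRCh37 from 122022937 to 122023016, within the noncoding gene MIR100HG. Its more abundant arm, miR-100-5p, fell from 20497 ± 357 (SD, n = 2) normalized counts in 451Lu-Par to 12765 ± 1790 (SD, n = 2) in 451Lu-BR. Its log2 fold change was -0.68 (standard error 0.22), and it was not called, with an adjusted p of 0.0734 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone the value was 0.0169 by the same test, and with TMM factors from classes other than miRNA and structural RNA it was 0.0472. The 3p arm fell from 1049 ± 481 (SD, n = 2) to 292.9 ± 39.6 (SD, n = 2) and was called (log2 fold change -1.84, standard error 0.33, adjusted p = 0.0043 by the same test). Its log2 fold change was -1.31 without 451Lu-Par replicate 1.

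**Figure D3:**
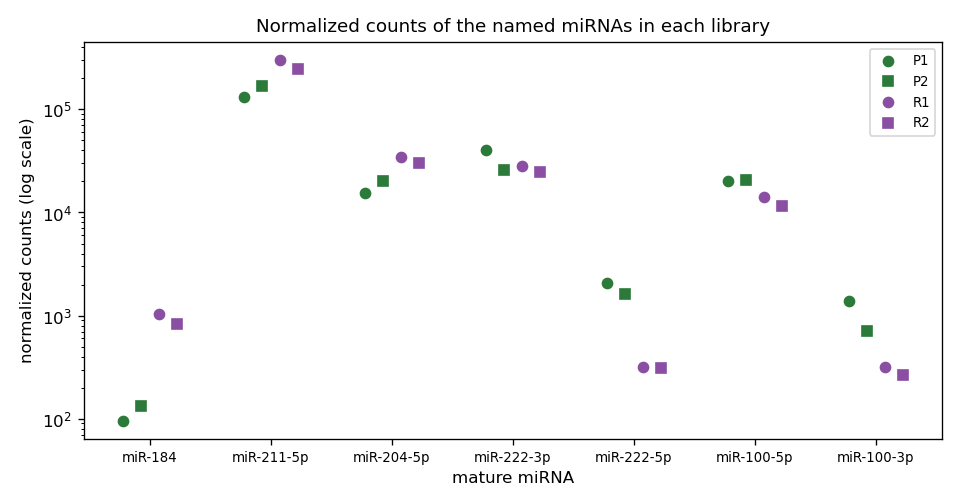
Normalized counts of 7 mature miRNAs in each library, on a log scale, with 451Lu-Par libraries in green and 451Lu-BR libraries in purple. For miR-222-3p the green and purple points overlap, and for the other miRNAs shown they are separate.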

**FIGURE 4:**
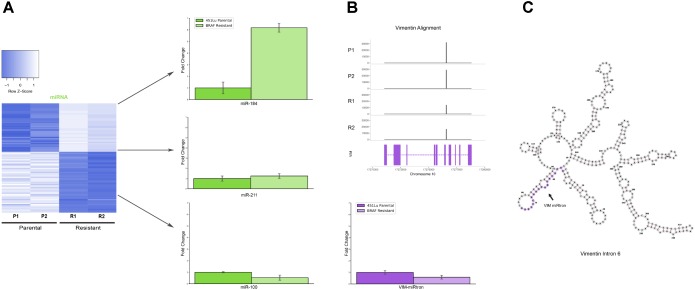
Detailed analysis miRNAs of interest. **(A)** qPCR representing fold change of miRNAs miR-184, miR-211, and miR-100 in 451Lu BRAF Resistant samples relative to 451Lu parental expression levels across replicates. **(B)** qPCR representing log fold change of the VIM miRNA in 451Lu BRAF Resistant vs. Parental samples and BAM gene alignment tracks across samples. **(C)** RNAfold predicted secondary structure of VIM intron 6 with the candidate miRNA highlighted in purple.

To validate the expression profiles from our TEsmall based differential expression analysis, we performed qPCR on several miRNAs of interest including miRNAs miR-184, miR-211, and miR-100, all of which recapitulated the trend observed in our sRNA-seq dataset (**Figure 4A**). 

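In the 451Lu libraries, miR-204-5p rose from 17780 ± 3098 (SD, n = 2) normalized counts in the parental cells to 32105 ± 3047 (SD, n = 2) in the resistant cells (log2 fold change 0.85, standard error 0.23, adjusted p = 0.0330 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost when species with few counts were not filtered out, with an adjusted p of 0.282. MIR204 lies on chromosome 9 of GRCh37 from 73424891 to 73425000, within TRPM3. Its 3p arm held 55 counts in all and showed no detectable change at this depth (log2 fold change -0.13), and its sign reversed under scaling by library totals, at 0.0395.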

Reassuringly, the expression alterations of miR-204 and miR-211 seen in our data were also seen in an alternative melanoma derived cell line A375 in Díaz-Martínez et al. (2018) following induction of BRAF inhibitor resistance.

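VIM lies on chromosome 10 of GRCh37 from 17270240 to 17279592. The species listed as intron 6 of VIM had 31992 and 28920 counts in the 451Lu-Par libraries and 14084 and 16424 in the 451Lu-BR libraries. The normalized counts were 31193 ± 1840 (SD, n = 2) and 14977 ± 937 (SD, n = 2), a fall larger than the spread between replicates (log2 fold change -1.06, standard error 0.22, adjusted p = 0.0089 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No other intron of VIM had more than 20 counts in any library. The table gives a count per intron and not the position or length of the reads within it.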

Upon further investigation into individual RNA species from different subtypes for follow up, we encountered an interesting and novel 21 nucleotide sRNA derived from the sixth intron in the vimentin gene (VIM) (**Figure 4B**). Intronic microRNAs can either derive from their own precursor transcripts dubbed pri-miRNAs or can alternately derive from short spliced introns with internal hairpin structures dubbed miRtrons (Okamura et al., 2007). MiRtrons are typically generated via the splicing machinery from short introns (∼100 nt) and subsequently processed by DICER in the cytoplasm, bypassing the canonical nuclear DROSHA processing steps. This is in contrast to intronically located miRNAs that derive from their own precursor pri-miRNAs and are dependent upon both DROSHA and DICER for processing. As visible in the minimum free energy secondary structure prediction by RNAfold, the candidate miRNA of interest is located in a stem loop structure which appears conducive to processing by DICER (**Figure 4C**). The length of this mature sRNA (21 nt), the short length of its host intron (350 nt), its abundance as a single RNA species, and its secondary structure within VIM intron 6 could all be consistent with a miRNA derived from either an intronic pri-miRNA or as a miRtron. This is particularly interesting as VIM is a known marker for the epithelial to mesenchymal transition and is well expressed in many cell types, but has not previously been shown to harbor a miRNA, suggesting this candidate VIM miRNA might represent a novel sRNA with particular abundance in melanoma cells.

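The annotation used here places a 350-nt intron of VIM from 17276818 to 17277167, numbered 6 in the transcript VIM-209 and 5 in VIM-201. The files number introns without coordinates, so the match to this intron rests on its length. By mean normalized count, VIM intron 6 ranked 4 among the 7068 tested introns, and it held from 2.86% to 4.82% of the intron counts of a library. RNAfold gave the whole intron, which has a GC content of 40.3%, a minimum free energy of -84.6 kcal/mol with 57.1% of its bases paired. In 100 shuffled sequences of the same base composition, the mean was -77.9 kcal/mol with an SD of 4.99, and 8 of them folded to an energy as low. From the length of the sRNA, the length of the intron, the abundance and the predicted structure, the paper proposes a miRNA that comes from a pri-miRNA within the intron or from a miRtron.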

In addition to miRNAs, TEsmall recognizes several other types of sRNAs. It has been previously reported that tRNA derived sRNA molecules (tRFs) can silence LTR retrotransposable elements through occupation of the primer binding site (PBS) as an adaptation of the role of tRNAs as retroviral primers (Mak and Kleiman, 1997; Schorn et al., 2017). Through TEsmall, one is able to detect reads associated with tRNAs and transposable elements in the same pipeline facilitating observation of phenomena such as these. 

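Of the 622 species tested that lie antisense to transposable elements, 32 were lower and 11 higher in 451Lu-BR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under scaling by library totals 12 were lower and 12 higher, so the majority was lost. The median log2 fold change of the class was 0.21. Among the abundant species, the endogenous retrovirus HERVIP10FH fell from 4899 ± 2425 (SD, n = 2) normalized counts to 600.4 ± 237 (SD, n = 2) on its internal sequence (log2 fold change -3.03, adjusted p = 3.4e-04 by the same test), or -2.41 without 451Lu-Par replicate 2. The long terminal repeat ERV3-16A3 had a log2 fold change of -1.80, and the internal sequence of MER57A had -1.73. The DNA transposon MER3 was higher, from 390.3 ± 95.9 to 899 ± 44.2, with a log2 fold change of 1.20. These counts are sums over all copies of a repeat, so they do not show which copies the reads came from.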

In our analysis, several species of sRNAs mapping antisense to transposable elements were significantly depleted in BRAF resistant cell lines compared to parental (**Figure 2**). 

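The 7 tRNA genes for arginine with the anticodon ACG share 1 sequence of 15 nt at their 3′ end in GRCh37, and with the CCA that is added to mature tRNAs it reads CTCCTGGCTGGCTCGCCA, 18 nt long. The CCA is not encoded at the tRNA genes, so reads that carry it do not align there without mismatch. The counts listed on these tRNA genes, which share reads, were between 209 and 413 over all libraries. All 7 had lower estimates in 451Lu-BR, with log2 fold changes from -0.60 to -1.17. Those called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were Arg-ACG-2-1, from 130.1 ± 1.29 (SD, n = 2) to 63.5 ± 0.233 (SD, n = 2) normalized counts with an adjusted p of 0.0474, and Arg-ACG-2-2, with 0.0282. Scaling by library totals took both above the threshold, to 0.125 and 0.0820.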

Upon further investigation we were able to determine that a subset of these reads were tRFs derived from the Arg-CGY family of tRNAs (**Figure 5B**). These candidate tRFs mapped to a subset of HERVs including HERV3, HERV30, MER51, and others (see **Supplementary File S3**). This is consistent with previous literature showing HERV-R type retrotransposons are primed by Arg tRNAs (**Figure 5A**) and that tRNA derived fragments can occupy retroviral PBSs to suppress transposon activity (Mak and Kleiman, 1997; Schorn et al., 2017). It is important to note that the Arg-CGY sRNAs reported by TEsmall are consistent with the tRFs previously described in Schorn et al. (2017) as they are 18 nt CCA-appended fragments originating from the 3′ T-arm of tRNAs. This is shown graphically in **Figure 5**, where the pileup of reads at an example HERV PBS locus can be seen in **Figure 5B**, and the pileup of these same reads at the originating tRNA locus can be seen **Figures 5C,D**. 

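Supplementary File S3 lists 18 loci, of which 17 hold an exact match to the 18-nt fragment with CCA in GRCh37. The whole genome holds 18 exact matches. They include 3 loci of HERV3, 5 of HERV30, and 6 of MER51, MER51A and MER51B. One HERV3 match lies on chromosome 19 from 21623447 to 21623464, and one HERV30 match lies on chromosome 13 from 60842120 to 60842137. The match outside the listed loci lies on chromosome 16 from 30767716 to 30767733, in an exon of PHKG2.
Counted antisense to the internal sequence of HERV3, normalized counts fell from 33559 ± 10139 (SD, n = 2) in 451Lu-Par to 14385 ± 6007 (SD, n = 2) in 451Lu-BR (log2 fold change -1.22, standard error 0.30, adjusted p = 0.0232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost under scaling by library totals (adjusted p 0.0672), mapped reads (0.0548) and miRNA TMM factors (0.0579). It was also lost with at least 10 counts in every library (0.0671). Antisense MER51 internal sequence fell from 46.6 ± 2.75 to 17.1 ± 5.37 (log2 fold change -1.42, adjusted p = 0.0396 by the same edgeR test). That call was lost under DESeq2 (0.121), library totals (0.0926), mapped reads (0.0712), miRNA TMM factors (0.0816) and at least 10 counts in every library (0.0532). Antisense PABL_A internal sequence fell from 55.1 ± 31.2 to 9.35 ± 0.904 (log2 fold change -2.55, adjusted p = 0.0066 by the same test), and its log2 fold change was -1.80 without 451Lu-Par replicate 1. Antisense HERV30 held 19 counts over all libraries, under the minimum for a test, and its long terminal repeat LTR30, chosen after its values were seen, held 13. Antisense MER52A was higher by estimate and was not called (log2 fold change 0.77, adjusted p = 0.126 by the same test). Antisense MER51A (log2 fold change 0.21) and MER51B (0.67) were also higher by estimate. Antisense PABL_A (-0.13) and PABL_B internal sequence (-0.13) were slightly lower. None of these was called by the same test.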

In the tRNA profiles, other tRNA fragments including tRNA derived stress-induced RNAs (tiRNAs) can be seen outside of the tRF generating 3′ end, but these do not predominantly accumulate as a single abundant sRNA species.

**FIGURE 5:**
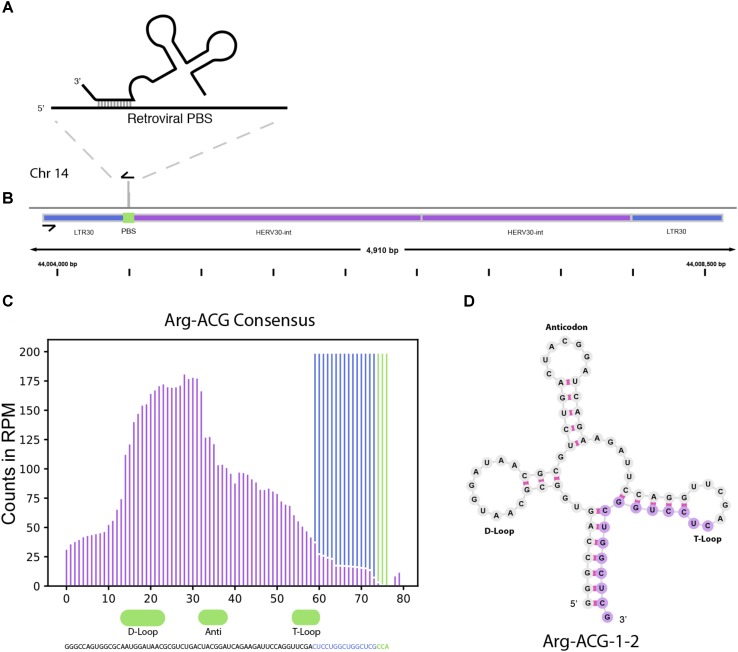
tRNA and TE interaction through primer binding sites. **(A)** Diagram of primer binding by tRNA to facilitate retroviral reverse transcription. **(B)** Read alignment track of Arg-CGY family derived 18 nt CCA tailed fragment to HERV30 PBS. **(C)** Consensus histogram of reads distributed from Arg-CGY tRNAs, and derived 3′ tRFs. **(D)** Secondary structure of Arg-CGY family member Arg-ACG-1-2 with highlighted 15 nt CCA (-) fragment.

In addition to the miRNAs and tRFs highlighted above, several additional species of sRNAs were reported by TEsmall as differentially expressed in the 451Lu BR cells including: siRNAs mapping to transposable element loci, exonic loci, and a variety of structural RNA classes. 

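The sense transposons with the largest falls were the long terminal repeat MER52D, from 1464 ± 186 (SD, n = 2) normalized counts in 451Lu-Par to 232 ± 108 (SD, n = 2) in 451Lu-BR, and the LINE elements L1M4b, from 2067 ± 182 to 563 ± 6.25, and L1MD1, from 11953 ± 3.63 to 3629 ± 161. Their log2 fold changes were -2.66, -1.88 and -1.72, with adjusted p-values from 3.7e-04 to 6.3e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among exon species the largest falls were those of LINC00665 exon 2 (log2 fold change -2.66), the exon shared by TRIM25 and MIR3614 (-2.58) and NR2F2-AS1 exon 5 (-2.33). Without 451Lu-BR replicate 2, the log2 fold changes of MER52D and LINC00665 exon 2 were -3.25 and -3.38. The largest rises among them were those of the VMP1 exons that hold MIR21, from 1801 ± 235 to 6296 ± 777 (log2 fold change 1.81), and the MIR17HG exons, from 352 ± 76.1 to 1083 ± 8.55 (log2 fold change 1.62). Both of these species overlap miRNA genes, and their counts are reads that were not assigned to a mature miRNA or a hairpin.
Among hairpins, mir-29b-1 fell from 3062 ± 1903 to 406 ± 161, with a log2 fold change of -2.91, and mir-4521 from 1966 ± 654 to 746 ± 72.6, with -1.40. Hairpin mir-30d had a log2 fold change of -1.27, and its call was lost under scaling by library totals, with an adjusted p of 0.101 by the same test. Without 451Lu-Par replicate 2, mir-29b-1 and mir-30d had log2 fold changes of -2.08 and -0.56.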

The structural RNA group included snoRNAs, snRNAs, tRNA fragments, and a vault RNA. 

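The vault RNA with the largest change was VTRNA2-1, which lies on chromosome 5 of GRCh37 from 135416159 to 135416286. It had 2986 and 1914 counts in the 451Lu-Par libraries and 11 and 13 in the 451Lu-BR libraries, a log2 fold change of -7.72 (standard error 0.39, adjusted p = 5.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the other vault RNAs, VTRNA1-3 rose from 114 ± 13.0 (SD, n = 2) to 262 ± 34.7 (SD, n = 2) normalized counts (log2 fold change 1.20, adjusted p = 0.0202 by the same test), and VTRNA1-1 and VTRNA1-2 were not called. The snoRNAs with the largest rises were SNORD123, from 644 ± 230.4 to 3278 ± 729 (log2 fold change 2.35), U82, from 2775 ± 47.6 to 9602 ± 1985 (log2 fold change 1.79), and U101, from 1481 ± 239.6 to 4627 ± 786 (log2 fold change 1.64). Apart from VTRNA2-1, the largest falls of abundant structural RNAs were in proline tRNAs, with Pro-TGG-2-1 from 4497 ± 1590 to 407 ± 113 (log2 fold change -3.46). Of the snRNAs, 4 were called lower and 14 higher.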

The full list of differentially expressed sRNAs can be found in **Supplementary File S2**.

### Comparison of TEsmall With sRNA Analysis Software

Several software packages exist to characterize sRNA data for expression profiling analysis. However, programs designed for this purpose such as miRDeep2 (Friedländer et al., 2012), ShortStack (Axtell, 2013), Chimira (Vitsios and Enright, 2015), sRNAtoolbox (Rueda et al., 2015), and Oasis 2 (Rahman et al., 2018) typically focus on a particular category of sRNA, predominantly miRNAs. Several packages also consider multiple sRNA types including piPipes (Han et al., 2015), omiRas (Müller et al., 2013), and unitas (Gebert et al., 2017) which include analysis of other non-coding RNAs. However, the output formats of these packages do not lend themselves to easy application of statistical analysis tools like DEseq2 for downstream use and manipulation. While piPipes functions well to annotate and characterize piRNAs by read pileups associated with the ping-pong cycle of piRNAs, it is not particularly suited for annotation of sRNAs from other types of genomic loci, such as miRNAs, siRNAs, and tRFs. PiPipes provides plots of read distribution across lists of transposable elements and piRNA clusters, however, one cannot access tables of these counts with associated TE annotation, suitable for differential expression analysis. While piRNAs are annotated with their respective piRNA clusters, siRNAs are assigned a chromosomal coordinate providing some difficulty in determining patterns in the sources or targets of these reads. It is also of import that intron derived miRNAs like the VIM miRtron were not captured, as there is no mechanism by which to assign siRNA reads beyond mapping the chromosomal coordinates associated to preloaded annotation sets associated with TEs and piRNA clusters. TEsmall, which does not perform piRNA-specific ping-pong analysis, provides a complementary package that is designed to be a general purpose sRNA analysis suite to identify and analyze many types of sRNAs concurrently, presenting the output in a format intended for expression profiling analysis. As piPipes output was not directly comparable to TEsmall output, we performed quantitative comparisons between TEsmall and miRDeep2 output, as seen in **Supplementary Figure S2**. TEsmall and miRDeep2 preformed comparably with differences originating from higher stringency in TEsmall annotation. This stringency caused fewer reads to be mapped to miRNAs by the TEsmall pipeline. Some reads were attributed by TEsmall to rRNAs and discarded, while others were not attributed to the respective miRNA loci due to mismatched nucleotides within the miRNA. Users interested in the possibility of A-I editing, or other sources of mismatched alignments, may optionally choose to allow mismatches during TEsmall alignment to capture these reads. 

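Across the 979 miRNAs with at least 20 counts, Pearson's r between the mean normalized counts of the 451Lu-Par and 451Lu-BR libraries was 0.939, and Spearman's rho was 0.892. The value describes miRNAs, which are not independent replicates, and no p-value is attached to it. On a log2 scale with 1 added to each count, Pearson's r was 0.934, which is the alternative that moved it most. Between the replicates of one group r was at least 0.991, and between any library of 451Lu-Par and any of 451Lu-BR it was at most 0.942. miRDeep2 output was not analysed here.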

Output of TEsmall and miRDeep2 annotation was found to be highly comparable with Pearson correlation coefficients of DEseq2 normalized miRNA counts between parental and resistant libraries of 0.882 and 0.910, respectively. Following differential expression analysis by DEseq2 of the TEsmall and miRDeep2 outputs, the Pearson correlation coefficient of log_2_ fold change values was 0.867. Finally, the novel VIM-encoded miRNA was not captured in the miRDeep2 output. This analysis supports TEsmall as comparable to class-specific sRNA expression analysis packages, while providing information on a wider source of sRNAs.

## Discussion

TEsmall is a software package with novel functionality in that it allows the user to simultaneously map and annotate many types of sRNAs including structural RNAs, miRNAs, siRNAs, and piRNAs. This allows one to compare trends in expression between all sRNA types and investigate the cross-talk between distinct sRNA regulatory pathways. Other packages released to date focus on individual sRNA types like miRNAs (Friedländer et al., 2012; Axtell, 2013) or piRNAs (Han et al., 2015) and while optimized for these applications, are not adapted for comparison across sRNA categories. In addition to handling multiple classes of sRNAs, the output of TEsmall is formatted for direct integration into downstream analysis pipelines. TEsmall’s output files are compatible with statistical analysis software like DESeq2 and efficient heatmap generation. In addition to requiring little data preprocessing, TEsmall outputs an aesthetic HTML file of charts (**Figure 1B**) which allows for fast and effortless assessment of library quality, sRNA composition, and size distribution. TEsmall can also be expanded to function for any novel sRNA species provided the appropriate annotation files are available, allowing it to serve as a powerful tool to study RNA biology in many organisms.

We applied TEsmall to a novel dataset in which we compared the effects of BRAF inhibitor resistance on sRNA abundance in melanoma derived cell lines. In this analysis, we found several microRNAs whose expression was altered in BRAF inhibitor resistant cells in comparison to parental lines. A table of these hits can be found in **Supplementary File S2**. Among these candidates, we experimentally validated changes in expression of miRNAs miR-184, -211, and -100. Of particular interest is the novel Vimentin derived miRtron candidate, whose expression pattern was also experimentally validated. Close examination of the characteristic read pile up associated with the VIM miRtron, and secondary structure of intron 6 are all consistent with miRtron processing pathways. Further investigation will be required to determine if this is a true miRtron formed through an intermediate spliceosome derived lariat independent of the Drosha microprocessor subunit, or is instead a canonical Drosha-dependent miRNA.

In addition to revealing miRNAs previously described in the literature, TEsmall detected several novel classes of sRNAs which would not have been found using packages designed for miRNA analysis. TEsmall allows the user to investigate tRNA derived fragments which have been shown to play a critical role in LTR retro-transposon suppression (Schorn et al., 2017). In the melanoma dataset, we identified a novel candidate tRF that appears to derive from ARG-tRNAs and to potentially regulate several HERV-R type LTR elements through occupancy of the PBS. Other types of siRNAs that regulate transposon expression were also shown to be differentially expressed in these datasets, suggesting the possibility that transposon-derived transcripts are altered in these BRAF inhibitor resistant melanoma cells.

It is well known that small non-coding RNAs of different subtypes types work in conjunction to regulate cellular processes through complex networks, particularly in the realm of transposon silencing. piRNAs known to regulate transposon expression in the germline have been found to work in cooperation with siRNAs to perform this task (Tam et al., 2008). In plants, miRNAs have been shown to play a role in transposon silencing by serving as an intermediate to form 21 nucleotide siRNAs via RNA dependent RNA polymerase and while the mechanism would be disparate from plants, hints of miRNAs facilitating transposon silencing have been seen in animals as endogenous and introduced retroviral elements with homologous regions to miRNAs have lower genomic activity (Hakim et al., 2008; Zlotorynski, 2014). Current sRNA analysis packages are specific to one or two types of sRNAs making it easy to overlook biologically interesting patterns of interaction between sRNA classes. For this reason, we have created TEsmall, an easy to use package with aesthetic output designed for the concurrent expression analysis of multiple sRNA subtypes.

## Author Contributions

KO and MH analyzed the data, generated the figures, and wrote the manuscript. MH and AP designed the experiments and generated the data. W-WL wrote the code for the TEsmall pipeline, packaged the code for GitHub, and contributed to the writing of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: TEsmall Identifies Small RNAs Associated With Targeted Inhibitor Resistance in Melanoma
**Source:** Front Genet. 2018 Oct 5;9:461. doi: 10.3389/fgene.2018.00461
**Supplement:** FILE S4 — Instructions for creating new annotation files for additional species. Instructions for customizing the path for stored annotation files.

**Supplemental File 4**

Currently only the annotated human, mouse and fly genomes are available for immediate use by TEsmall at the following location:

<http://labshare.cshl.edu/shares/mhammelllab/www-data/TEsmall/>

However, the user may provide their own genome and associated annotations by adding them to the hidden .tesmall directory in one’s home directory after installation (default location). The user must provide the genome of interest and rDNA in two fasta files, indices of these fasta files in the form of a fa.fai, and their associated bowtie indices. Annotations must be provided as .bed files with prefixes of exon, hairpin, intron, miRNA, piRNA_cluster, structural_RNA, and TE for each respective category. Examples can be found at the above link where genome info is provided for the currently supported genomes. We recommend the user take care to ensure there is no overlap of annotation species between categories as this will skew annotation by TEsmall. The directory of your genome should be structured as follows where “your_genome” represents how you would like to access your genome when calling TEsmall:

for all associated .bed files:

~/.tesmall/genomes/your_genome/annotation/*.bed

for all bowtie indices:

~/.tesmall/genomes/your_genome/sequence/bowtie_index/*.ebwt

for all genomic .fa and .fai files:

~/.tesmall/genomes/your_genome/sequence/

To change the default location of the tesmall annotation directories, one can simply set a “TESMALLROOT” environment variable that points to the new path when running TEsmall:

$ source activate tesmall

$ export TESMALLROOT=/your/desired/directory

$ tesmall -f Parental_1.fastq.gz DroKO_1.fastq.gz -l Parental DroKO

$ source deactivate

How the deposited data were processed for this re-analysis (not part of the article)

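Small RNA libraries were made from 2 groups of the melanoma cell line 451Lu, parental cells grown without inhibitor (451Lu-Par) and cells resistant to BRAF inhibition (451Lu-BR, selected in vemurafenib up to 1 μM), with 2 biological replicates of each. The groups were taken from the paper and the sample labels. The labels name a vector treatment for the parental cells, and these were taken as untreated, as in the paper's methods.

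The authors trimmed and aligned the reads with TEsmall and deposited a table of counts per annotated species. Reads of 16 to 36 nt that did not match rRNA with up to 2 mismatches were aligned to GRCh37 (hg19) with 0 mismatches at up to 100 loci, each alignment was assigned to a class in a fixed order, and a read was divided evenly over its alignments. The table lists the sums as whole numbers, so the counts of species that share reads were rounded by the authors, and the paper's text does not name the rule. Reads with more loci than the limit, or with a mismatch such as an edited or tailed base, are not in these counts. The authors also deposited a table of their own comparison of 451Lu-BR with 451Lu-Par by DESeq2, which gives the mean of the counts normalized by size factors, the log2 fold change and the adjusted p-value of each species. It was checked against the counts. The authors' deposited table holds 20738 species, the same number as have more than 20 counts, and its lowest sum of counts is 21. DESeq2 run on those species gave 1264 calls, the same 1264 species as in the authors' deposited table, with log2 fold changes that differed by at most 6.9e-06.

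The depth of each library is the sum of its counts, which lay between 18461495 and 21566142. A mean normalized count of 500 therefore corresponds to about the same number of reads in each library, and species near the minimum of 20 counts have only a few reads per library, so that changes in them are limited by counting error. No library was left out, and every per-sample column of the count table was used.

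The main test was the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) with TMM normalization, on the 21529 species with at least 20 counts summed over the 4 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Normalized counts are counts divided by the effective library size relative to its mean over the libraries. Abundant species are those with a mean normalized count above 500. The shift of each of the 8 classes was tested with camera of limma 3.58.1 at a preset correlation of 0.01. Ratios of the 5p and 3p arms of a miRNA were taken as log2 ratios of normalized counts with 0.5 added, for arms with a mean above 50, and tested with limma. The paper names a two-tailed Welch's test for classes and does not state its input. Such a test over the species of a class was run to set its p-value beside the paper's. Its input was values from the variance stabilizing transformation of DESeq2 1.42.0, for species with more than 20 counts. Analyses ran in R 4.3.3 and Python 3.11.15.

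The species named in the text follow a rule set before the data were examined. They are every species named in the paper's results or in its File S3, with both arms and the hairpin of a named miRNA, and in each class the 3 species with the largest change in each direction among those that were called, were abundant, and had both libraries of one group above both of the other. Copies of a species were named once. The long terminal repeat LTR30, the PHKG2, ZNF773 and SMAD5 exon species, TGFBI intron 2 and the vault RNAs other than VTRNA2-1 were chosen after their values were seen.

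Gene positions, introns and sequence matches come from GRCh37 and its annotation. Exact matches were searched on both strands of the genome. The 3′ ends of tRNA genes were taken from genome sequences that carry the conserved boxes of a tRNA gene, which found 289 tRNA-like genes with 97 distinct ends of 15 nt. This search is less complete than a dedicated tRNA finder. Each end with CCA added was searched in the genome, and the tails ACC and CAC served as controls. The intron of VIM was folded with RNAfold from ViennaRNA 2.7.2, and 100 shuffles of its bases gave the energies of random sequences. For the chromosome medians, exon and intron species were placed at the first gene in their name, which was possible for 92.7% of them, and each gene counted once.

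The alternatives set in advance were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, scaling by library totals or by mapped reads, TMM factors from miRNAs only or from classes other than miRNA and structural RNA, no filter on low counts, at least 10 counts in every library, copies summed, the replicate number as a block, each library left out in turn, a minimum mean of 500 CPM, a minimum absolute log2 fold change of 1, and fry or an estimated correlation for the class shifts. DESeq2 on species with more than 20 counts, and Welch's test on library values, were added after the data had been seen.

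The procedures were tested on simulated data drawn from the means, dispersions and library sizes of the real data, with 200 changed species among 19620. edgeR recovered 195 of them, or 97.5%, with 9 calls among unchanged species, and DESeq2 recovered 184 with 8. The planted changes were larger than many reported here, and species with few counts were left unchanged. Recovery of smaller changes, or of changes at few counts, was thus not tested. Camera called the class that had been moved and no other class, and fry called it as well. Each species was drawn independently, so this says nothing of classes whose species move together, such as tRNA copies that share reads. The arm test recovered 20 of 20 changed pairs among 128 and called 1 unchanged pair.

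The miRDeep2 comparison, the qPCR measurements and the read alignments along loci were not analysed here.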

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

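The tests in this part, and what each would show, were chosen or written down only after the results were seen.

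The paper's results text does not discuss 11 abundant species that were higher in both 451Lu-BR libraries than in both 451Lu-Par libraries, with a call by edgeR's quasi-likelihood test. With their log2 fold changes they are the snoRNAs SNORD123 (2.35), U82 (1.79) and U101 (1.64), the miRNAs miR-199a-3p (2.75) and miR-190a-5p (2.69), the VMP1 exons that hold MIR21 (1.81), the MIR17HG exons (1.62), FRMD4A introns 1 to 3 (1.34), RNF152 intron 1 (1.32), DLEU2 intron 4 (1.26) and the antisense counts of the DNA transposon MER3 (1.20). An error of scaling between the libraries is argued against, since the lowest log2 fold change of any of them under 5 other scalings was 1.14, while those scalings moved the median of all species by at most 0.16. The reads of miR-199a-3p and MER3 come from several gene or repeat copies, which these counts cannot separate.

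A gain of the surrounding region could raise all the species of a locus. For 8 of the species, the log2 fold change exceeded the median of the other genes in the same 20-Mb window by 1.20 or more, which is over 2 standard errors in each, so such a gain is argued against as the whole cause. The window of SNORD123 on chromosome 5 had a median of 0.94, and a smaller part of its rise may come with its region. DLEU2 intron 4 differs, because it lay only 0.24 above the median of its window on chromosome 13, within its standard error of 0.26, and its rise is consistent with that of the region. The VMP1 exons overlap MIR21, the source of the largest species in the libraries, and mature reads counted there could raise them. This is argued against, since their log2 fold change exceeded that of miR-21-5p by 1.30. A gene-by-gene change in 451Lu-BR, by resistance or by the selection of clones, remains open for the other species and was not tested further.

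Exon and intron species of 209 genes on chromosome 13 had a median log2 fold change of 0.84, and 83.3% of the genes had a value above 0. In 10000 random lists of as many genes the median ran from -0.21 to 0.34. The chromosome medians of the other chromosomes ran from -0.55 on chromosome 21 to 0.34 on chromosome 16. The median was 0.71 for exon species and 1.04 for intron species. GC content is argued against, since the median was 0.79 after a smooth trend on GC content was removed. Noise of low counts is argued against, since it was 0.79 over the genes with species above the median abundance. A single deviating library is argued against, since the lower of the 451Lu-BR medians exceeded the higher of the 451Lu-Par medians by 0.81. A higher dose of chromosome 13 in 451Lu-BR and a change in transcription over the whole chromosome both remain open. Neither was tested, and no DNA was measured here.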

How the results depend on the processing

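The alternatives were set before the data were examined, except DESeq2 on species with more than 20 counts and Welch's test on library values, which were chosen only after the values were seen.

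The shares of tRNAs among the lower and of snoRNAs among the higher abundant structural RNAs stayed at 92.9% or more under the other tests, scalings and filters, with copies summed and with the replicate block, and both were 100% with a minimum mean of 500 CPM. They were not computed for a minimum fold change or with a library left out. The miRNA shares moved by less than their spread between replicates when hairpins were added, at 81.6% in 451Lu-Par and 83.5% in 451Lu-BR. The number of species lower in 451Lu-BR was 1180 in the main analysis and the number higher 837, with 268 and 76 among abundant species.

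Scaling had the largest effect on directions. Scaling by library totals gave 693 species lower and 864 higher, or 44.5% lower against 58.5% in the main analysis, with 12 antisense transposons lower and 3 of the 8 classes with more lower than higher species. TMM factors from miRNAs gave 778 lower and 854 higher, or 47.7% lower, with 15 antisense transposons lower, and mapped reads gave 17 antisense transposons lower. The median of all species moved by 0.16, 0.12 and 0.10 under these scalings, so part of the change is a shift of every species. The majority of called species reversed under library totals, mapped reads and miRNA factors for exons (32.3%, 39.3% and 36.6% lower) and sense transposons (38.7%, 43.3% and 39.4%), and under library totals for abundant miRNAs (47.8%). The exon class shift likewise reversed to 0.14, 0.0820 and 0.11.

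The test and the filter changed the number of calls. DESeq2 gave 407 species higher with either filter, and reversed the majority of called introns to 54.7% lower, or 55.1% on species with more than 20 counts. The common dispersion in edgeR was 0.0729, and the cause of the difference was not tested. With no filter, 50 abundant species were higher and 54.2% of called introns were lower. With at least 10 counts in every library, 645 species were lower and 387 higher among 7475 tested, with 16 antisense transposons lower and 46.2% of called sense transposons lower, where fewer species were tested. With copies summed, 50.8% of called miRNAs were lower. With a minimum mean of 500 CPM, 30 abundant species were lower and 24 higher, as the unit is larger.

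The structural RNA shift of -0.50 was called by camera at a preset correlation and not by fry (adjusted p 0.172) or with an estimated correlation (0.638). Under the other tests, scalings and filters, with copies summed and with the replicate block, camera called it, with an adjusted p of up to 0.00101 with copies summed. The shift itself ran from -0.57, with TMM factors from classes other than miRNA and structural RNA, to -0.18 with copies summed and -0.15 with no filter. Its range was -0.65 to -0.35 across the 4 fits that each left out one library, with -0.35 without 451Lu-BR replicate 1. The miRNA correlation of 0.939 was 0.934 on a log2 scale and from 0.934 to 0.941 with each library left out.

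Among named species with few counts or small changes, the sign of the log2 fold change reversed for miR-204-3p (0.0395 under library totals, 0.0136 with at least 10 counts in every library, 0.0980 without 451Lu-Par replicate 2), PABL_A (0.0250, 7.2e-04 and 0.0089 in the same order), PABL_B-int (0.0321 under library totals, 0.71 without 451Lu-Par replicate 2, 0.23 without 451Lu-BR replicate 2) and MER51A (-0.25 without 451Lu-Par replicate 1). For these the depth is the limit, since the species hold few counts. Across the fits that each left out one library, miR-204-3p ran from -0.36 to 0.0980, MER51A from -0.25 to 0.78 and PABL_A from -0.28 to 0.0089. The exon class shift ran from -0.0661 to 0.0241, with 0.0108 and 0.0241 without 451Lu-Par replicates 1 and 2. Of the results for single classes and species, apart from the block, 27 reversed their direction, 33 lost their call and 8 gained one. A further 48 moved by more than the spread between replicates, and 901 kept their direction and their side of the threshold.

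The replicate numbers are shared between the groups, but nothing in the paper or labels says that they mark a common batch. The deviations of same-numbered libraries had a correlation of 0.0257 over all species and 0.279 over the 2157 species with a mean above 100, so the numbers were not taken as pairs. With the replicate number as a block, 1862 species were lower and 1364 higher, and 42.7% of called sense transposons were lower.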

Differences from the paper's values

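The comparison with the authors' deposited table was planned, and DESeq2 on species with more than 20 counts and Welch's test on library values were chosen only after the values were seen.

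The paper's deposited comparison calls 407 species higher in 451Lu-BR, and 837 were called here. DESeq2 gave 407 and at least 10 counts in every library gave 387, and the other alternatives set before the data were examined did not close the gap. For exons, the paper's count of lower species is 146, against 305 here, which came within the margin under DESeq2 (145), library totals (144), mapped reads (175), miRNA factors (172) and at least 10 counts in every library (108), and under no other alternative. The paper's count of higher exons is 104, against 296 here, closed by DESeq2 (106) and at least 10 counts in every library (84) only. The paper's count of abundant lower exons is 6, against 10 here, closed by DESeq2, library totals, miRNA factors and at least 10 counts in every library (6 each) and by mapped reads (8).

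For introns, the paper's count of lower species is 147, against 223 here, closed by DESeq2 (146), library totals, mapped reads (141), miRNA factors (142) and a minimum absolute log2 fold change of 1 (217). The paper's count of higher introns is 120, against 309 here, closed by DESeq2 (121) and at least 10 counts in every library (108) only. The paper's count of higher sense transposons is 6, against 18 here, closed by DESeq2 (6) only. The paper's count of higher antisense transposons is 7, against 11 here, closed by DESeq2 (7) and no filter (10) only. DESeq2 on species with more than 20 counts, an alternative chosen after seeing the values, closed each of these gaps as well. The paper's methods name DESeq2 as its test.

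The paper's limit for Welch's test of structural RNAs is 3.52e-13, and the p-value here was 1.98e-06 over species on group means. The paper's methods, results and legends do not state which values the test was run on. Library values in place of group means, chosen after seeing the values, did not close the gap, with 2.0e-11. Welch's test was not run under the alternatives set before the data were examined. The paper's Pearson correlation of miRNA counts between the groups is 0.882, against 0.939 here, and no alternative closed the gap. The paper's text gives a rise of miR-184 of about 5 times, against 8.18 times here. The paper cites both its qPCR figure and its File S2 for the rise and does not say which gives the value, and the value here is from sequencing. It came within the margin without 451Lu-Par replicate 1 (6.86) and without 451Lu-BR replicate 1 (7.21), and under no other alternative, with 9.71 without 451Lu-Par replicate 2 and 8.97 without 451Lu-BR replicate 2. The authors' deposited table lists a log2 fold change of 3.02 for miR-184.

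The paper reports structural RNAs as the only class that was lower under Welch's test. In Welch's test over species as run here, introns (n = 6775 species) gave p = 1.56e-05 here, and their mean was higher in 451Lu-BR. The paper describes more lower than higher species for most classes, which held here for 6 of the 8 classes, with introns (223 lower, 309 higher) and miRNAs (103 lower, 131 higher) as the exceptions. The paper reports miR-222 as significantly lower, and here its 5p arm was called while miR-222-3p was not (adjusted p 0.455 from edgeR's quasi-likelihood test), under any alternative. The paper reports miR-100 as significantly lower, and here its 3p arm was called while miR-100-5p was not (adjusted p 0.0734 from the same test), except with TMM factors from classes other than miRNA and structural RNA (0.0472), with the replicate block (0.0386) and when adjusted over the named species alone (0.0169). In the authors' deposited table the adjusted p of miR-222-5p is 1.6e-14 and that of miR-100-3p is 3.3e-05, while those of miR-222-3p and miR-100-5p are above 0.05. The paper names HERV30 among the elements with the fragment, and the antisense counts of HERV30 here were 19 over all libraries, too few to test. The paper gives its filter as fewer than 20 counts removed, and the lowest sum of counts in the authors' deposited table is 21.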

Other observations

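The tests in this part, and what each would show, were chosen or written down only after the results were seen.

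The fall of tRNAs and the rise of snoRNAs were weighed against technical explanations. An error of scaling is argued against, since the median log2 fold change of snoRNAs exceeded that of tRNAs by 1.74, which no factor per library can give. Reads shared between tRNA gene copies are argued against, since the tRNA median was -1.24 with copies summed. More breakdown of all RNA in the 451Lu-Par cells would also have made snoRNA fragments more abundant there, and their median of 0.47 in the opposite direction argues against it. What remains open is a change in tRNA cleavage or tRNA levels in 451Lu-BR, which may relate to resistance, or a difference in how tRNA fragments entered the libraries. Neither was tested.

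Exon and intron medians by 20-Mb window moved together beyond chromosome 13. Over the 99 windows with at least 10 genes of each kind, the medians of genes seen only in exon species and of genes seen only in intron species had a Pearson r of 0.477 and a Spearman rho of 0.506 (permutation test, p = 1e-05 for r, the smallest that 100000 permutations can give), where windows are not independent replicates of the cells. Without chromosome 13, r was 0.412. Of 155 windows, 14 had a median above 0.5, among them those on chromosome 5 from 20 to 40 Mb (1.17), on chromosome 9 from 0 to 20 Mb (0.99) and on chromosome 4 from 0 to 20 Mb (0.88). Fewer windows were as far below 0. They lay on chromosome X from 120 to 140 Mb (-0.82) and chromosome 11 from 40 to 60 Mb (-0.56). On chromosome 21 they ran from 20 to 40 Mb (-0.57) and from 40 to 60 Mb (-0.56). A candidate explanation is that the dose of several chromosome regions differs between the 451Lu-Par and 451Lu-BR cells, which could be examined in DNA from the same cells.

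Reads antisense to the internal sequence of HERV3 numbered 95895 over all libraries, and those antisense to HERV30 and LTR30 numbered 32. The 18-nt fragment of arginine tRNAs matches 3 loci of HERV3 and 5 of HERV30. If its reads were shared evenly among these loci, the counts of HERV30 would allow at most 0.0200% of the HERV3 counts to come from it. The paper shows reads of the fragment aligned to HERV30, and the class in which such reads were counted is not known here. The other exact match lies in an exon of PHKG2, and whether that is exon 8 was not checked. Exon 8 had 13237 counts, while, of the 10 PHKG2 species, no other had more than 5 counts in any library. If these were reads of the fragment, even sharing would give each HERV3 locus as many, which goes against the value from HERV30. With these counts, HERV3 reads that come from the fragment and reads that do not cannot be told apart, because the assignment of each read was not analysed here. PHKG2 exon 8 fell by 1.68 on the log2 scale (adjusted p = 0.0195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost under DESeq2 (0.175), library totals (0.0558), miRNA factors (0.0502) and at least 10 counts in every library (0.0658). Its log2 fold change was -0.93 without 451Lu-Par replicate 2 and -2.33 without 451Lu-BR replicate 2. Its normalized counts were higher in replicate 2 of both groups, at 3019.6 and 7121 in 451Lu-Par and 1027 and 2135 in 451Lu-BR, and the reason for this was not tested.

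Fragments of other tRNAs could be counted in exon and intron species in the same way. Of 97 distinct tRNA ends, 45 with CCA added had an exact match in the genome, with 648 matches, against 9 and 12 matches with the control tails ACC and CAC. For ends with up to 100 matches, a gene with an exon or intron match was represented by its most abundant species of that kind. Whether that species itself holds the match was not checked. The 68 species so chosen had a median log2 fold change of -0.51, against -0.12 in random lists of species matched on abundance. A share of 0.0014 of 10000 such lists had a median as low. Among the 68 species 11.8% were abundant, against 1.03% of species chosen in the same way from genes without such a match. Of the 8 abundant species, 4 were called lower, those of ZNF773 and PHKG2 exons and of EPB41L2 and SYCP2L introns. Of 118 abundant species from genes without such a match, 31 were called lower. The lower median goes with tRNA fragments among the exon and intron counts, as a hypothesis. However, an exon of ZNF773 and an intron of EPB41L2 hold the same 18-nt end, which has 2 exact matches in the genome. The species of these genes had 16358, 30824, 4652 and 14437 counts against 987, 852, 84 and 168 in the same library order. If both species hold the match, even sharing of that 18-nt sequence alone would not give such unequal counts. The lengths and sequences of the reads were not analysed here.

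The arms of miR-222 changed unequally. If the 451Lu-BR cells only had less of the hairpin that both arms come from, their ratio would not change. That is argued against, since the log2 ratio of 5p to 3p changed by -2.25 (adjusted p = 0.0115 from limma over 127 pairs of arms). In all, 14 of the 127 pairs changed their ratio at an adjusted p under 0.05. Across pairs, the log2 fold changes of the arms had a Pearson r of 0.778 and a Spearman rho of 0.739, and 103 pairs had both arms in the same direction. Pairs of arms are not independent replicates. Whether the paper's MITF reasoning on miR-222 concerns the 3p or the 5p arm is left open.

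VTRNA2-1 had 2986 and 1914 counts in the 451Lu-Par libraries against 11 and 13 in the 451Lu-BR libraries. A deletion that also covers SMAD5, its neighbour, is argued against, since the SMAD5 exon species had 108, 78, 71 and 89 counts and a log2 fold change of -0.28. A smaller deletion, or silencing of the gene, may remain and was not tested. Intron 2 of TGFBI, on the other side of VTRNA2-1, had 20, 4, 1 and 0 counts, too few to decide. The falls of miR-34a-5p, miR-23b-3p and miR-27b-5p exceeded the falls of the other genes in their windows by 2.65 or more on the log2 scale, which argues against a loss of the region as the whole cause. Regulation of these genes in 451Lu-BR remains open as an untested explanation.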
